A study of Mus musculus with 9 samples.

How the data were processed

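Whole-genome bisulfite sequencing reads the methylation of single cytosines, because bisulfite converts unmethylated cytosines and leaves methylated ones. The labels describe 9 mouse samples: splenic B cells of 3 genotypes with 2 samples each, and blood depleted of B cells with 1 sample per genotype. The genotypes are wild type, heterozygous and homozygous for a point mutation of Kmt2d (A>T at position 98835228 of chromosome 15, Ile5482Asn), called WT, HET and HOM below. Splenic B cells were purified by magnetic depletion of other cells, and 200 ng of DNA sheared to about 800 bp was converted and sequenced in paired reads of 150 bp, per the labels' protocols.

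The deposited table gives for each CpG the count of reads that call it methylated and the count of reads that cover it. Both are raw counts without normalization, per the file headers and the values. The table holds 1 pair of B cell columns per genotype, treated here as 1 library each. The column names give the genotype, and whether a column holds 1 of the 2 samples of that genotype, and which, or pools both is not given in the sources used here. The names of the HET and HOM columns also hold the label ENU, a chemical mutagen, and that of WT does not. The blood samples were not analysed here, and the comparisons planned between replicates or with blood were not made. Per the submitters' processing notes, the builds include mm10, and the samples were processed with Trim Galore 0.2.8, Bismark, Bowtie2 and Picard 1.91, or with BWA 0.7.13, Picard 2.3.0 and MethylDackel. Which of these sets of tools made the columns, and which filters were applied, is not given in the sources used here.

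Levels were computed as methylated over covering reads, summed over a region. No genome sequence was used. CpG islands were found from the CpG positions alone, as maximal segments scored 17 per CpG and -1 per other base, longer than 200 bp and with at least 6 CpGs per 100 bp, without a repeat mask or a test of GC content. Each island has a core (over 200 bp inside both edges) and inner borders (200 bp inside an edge). Outside it lie the outer border (up to 500 bp from the edge), the shore (500 to 2000 bp) and the shelf (2000 to 4000 bp), and CpGs farther out are called open sea. Border results used islands whose core was below 20% on average. Low-methylated regions were runs of at least 4 CpGs over at least 100 bp, outside islands and outer borders, whose running level over 3 CpGs was below 50% in the mean of the genotypes. Gene positions came from a RefSeq table of GRCm38.p6, the assembly of mm10, which gives no strand. The CpG-richer end of each protein-coding gene, from 1000 bp outside to 500 bp inside, took the place of the promoter and need not hold the transcription start. Exons, introns and untranslated regions were not assigned. Autosomal regions with at least 3 CpGs and 30 CpG reads in every library were compared, or 5 CpGs and 50 CpG reads for tiles of 5 kb.

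The design fixed before the data were examined was a count model over replicates. With 1 set of counts per genotype it fell back, as laid down there, on the difference in level with its 95% counting interval, and on the number of regions that differ by at least 10 percentage points with a two-sided Fisher's exact test on the reads, Benjamini-Hochberg adjusted, below 0.05. That test compares the libraries, not the genotypes. Intervals were Wilson's for a level, Newcombe's for a difference and normal for a mean over regions. They cover counting error only and treat the CpGs of a read as independent unless stated. Named regions are the 10 outer borders, 5 low-methylated regions and 5 gene-end windows with the greatest difference in each direction among called regions with at least 60 CpG reads in both libraries. They carry the name of the protein-coding gene with the nearest end, for borders within 5000 bp. Kmt2d and up to 4 called members of each of 14 fixed gene lists are named as well. Some regions that this rule names are not reported here. A list was measured at its gene-end windows and at the outer borders of islands within 1000 bp of a gene end, and its median difference was placed among 10000 random lists of the same size matched on level. The lists cover B cell identity, germinal centre and B cell activation, genes linked to KMT2D in B cell lymphoma, T cells, NK cells, myeloid cells, erythroid cells and platelets, the KMT2D complex with other H3K4 methyltransferases, the DNA methylation machinery, developmental regulators, tumour suppressors with genes often hypermethylated in cancer, and imprinted, germline and housekeeping genes as level checks.

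Alternatives laid down with the design changed the coverage minimum, the border width, the core limit, the island length, the region limits, the size of difference and the averaging of CpGs, and subtracted the open sea difference. Added after the data had been seen were counts divided by the number of CpGs that 1 read covers, levels scaled to equal open sea, segmentation on the library not compared, omission of megabases rich in variant-like CpGs, and low-methylated regions within 5000 bp of list genes. A CpG was variant-like if, at 8 or more reads in each library, it stood at 60% or less in some libraries and at 85% or more in the others. A megabase was set aside where the rate of such CpGs exceeded the median by 8 median absolute deviations plus 2 per 1000.

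The procedure was tested on simulated data made from the depths of HOM and WT, with 200 changed regions per kind. Among 69933 low-methylated regions it recovered 4%, 28%, 64% and 86% of those changed by 10, 20, 30 and 40 points when CpGs were drawn independently. Among 25478 outer borders the shares were 28%, 66%, 90% and 98%. Independent CpGs gave at most 4 false calls per kind of region. When all CpGs of a read were drawn as 1 value, unchanged regions gave 5892 false calls among low-methylated regions, 1490 among outer borders, 624 among gene-end windows and 500 among 5 kb tiles. Linked CpGs were drawn within single reads of 150 bp, although the libraries hold paired reads. CpGs linked across a pair were not drawn, so these counts are not an upper bound of the error from linkage. Other sources of error, such as spread between animals, were not simulated, and the true error may be larger. With counts divided by the CpGs of a read, 8% (linked) and 14% (independent) of borders changed by 30 points were recovered, and 52% and 34% of those changed by 40. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.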

Results

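DNA methylation was measured by whole-genome bisulfite sequencing in splenic B cells of mice that were wild type (WT), heterozygous (HET) or homozygous (HOM) for a point mutation of Kmt2d, which encodes a histone methyltransferase that places H3K4 monomethylation. The table covered 21875444 CpGs with 1 set of counts per genotype, called a library below, so no difference has a replicate check. The libraries held 200824258 CpG reads in WT, 282430649 in HET and 215454437 in HOM, a mean of 9.18, 12.9 and 9.85 reads per CpG. On the mitochondrial chromosome, used here as a gauge of unconverted cytosines, the level was 0.492% in WT, 0.607% in HET and 0.556% in HOM (95% Wilson intervals 0.438 to 0.552, 0.554 to 0.665 and 0.499 to 0.620).

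At Kmt2d itself the gene body was less methylated in HOM. Its CpG-richer end was nearly unmethylated in every library, and its other end was highly methylated. Over the gene span (chromosome 15, 98831669 to 98874077, 998 CpGs) the level was 74.1% in WT, 74.6% in HET and 70.3% in HOM, and HOM differed from WT by -3.77 points (95% counting interval -5.02 to -2.52). The open sea difference of -3.44 points lay within that interval, so the gene span did not stand apart from the genome. The CpG-richer end of the gene (98830669 to 98832169) stood at 0.366%, 0.561% and 0.997%, with intervals of all differences that included 0. An outer border at 98830281 to 98830780 stood at 16.9%, 19.8% and 7.27% over 59, 86 and 55 CpG reads, and a difference between HOM and WT was not detectable at this depth (interval -22.01 to 2.80 points), while the interval of HOM minus HET excluded 0 (-23.1 to -0.274 points). The border on the other side, at 98831576 to 98832075, stood at 0.448%, 0.717% and 2.50% over 223, 279 and 320 CpG reads, where HOM minus WT was 2.05 points with an interval that included 0 (-0.336 to 4.44). The 5 kb tile that holds the mutated position stood at 92.97%, 92.1% and 90.6%. Methylation counts do not show the mutation, so these values do not check the genotype labels.

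The series asks about methylation at the borders of CpG islands, and the first comparison set the borders of HOM against WT. Outer borders were less methylated in HOM, and so were island cores, inner borders, shores, shelves and the open sea. Borders near Pth1r, a parathyroid hormone receptor gene, and Eif5, a translation initiation factor gene, were among those with the lowest values relative to WT, and borders near Hrob and Prkg1, a cGMP-dependent protein kinase gene, among those with the highest. The mean over 25478 outer borders of islands with an unmethylated core was 18.6% in WT and 17.1% in HOM, a difference of -1.41 points (95% counting interval -1.47 to -1.36). Pooled over reads, the outer border stood at 15.6% in WT and 14.5% in HOM, the shore at 62.3% and 59.1%, the shelf at 77.5% and 74.4%, and the open sea at 81.7% and 78.2%. Island cores stood at 1.63% and 1.24%. The ratio of HOM to WT was 0.926 in the outer border, 0.950 in the shore and 0.958 in the open sea. The border difference depended on the width of the border, at -0.567 points over 200 bp and -2.37 points over 1000 bp. Minus the open sea difference of -3.44 points it turned to 2.02 points.

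**Figure D1:**
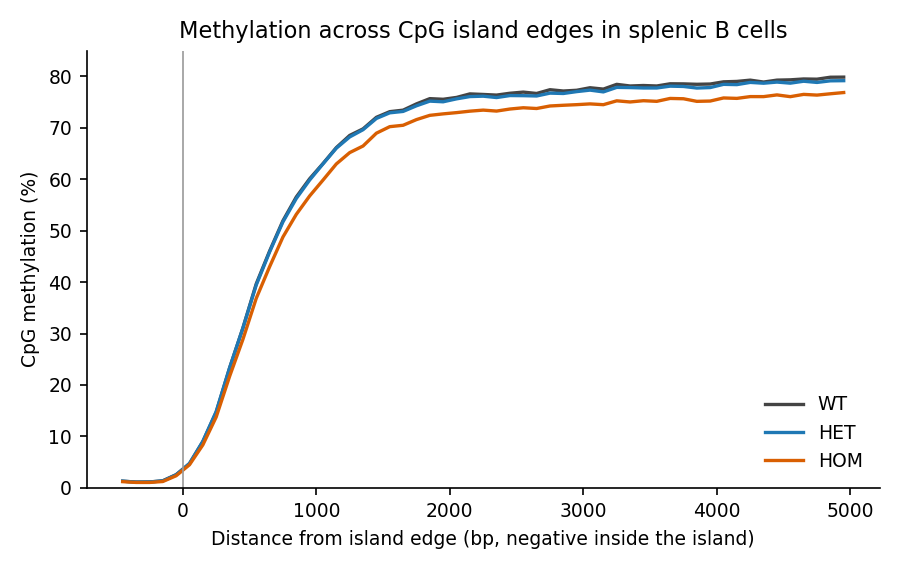
CpG methylation (%) in bins of 100 bp against the distance (bp) from the edge of CpG islands with an unmethylated core, with a line for each library (WT, HET, HOM). The HOM line reaches 50% at 778 bp outside the edge, against 717 bp in WT and 721 bp in HET.

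The rise of methylation away from the island lay farther out in HOM. It reached 50% at 717 bp from the edge in WT, 721 bp in HET and 778 bp in HOM. Measured as the distance at which a library reached 50% of its own open sea level, the positions were 568, 566 and 587 bp.

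**Figure D2:**
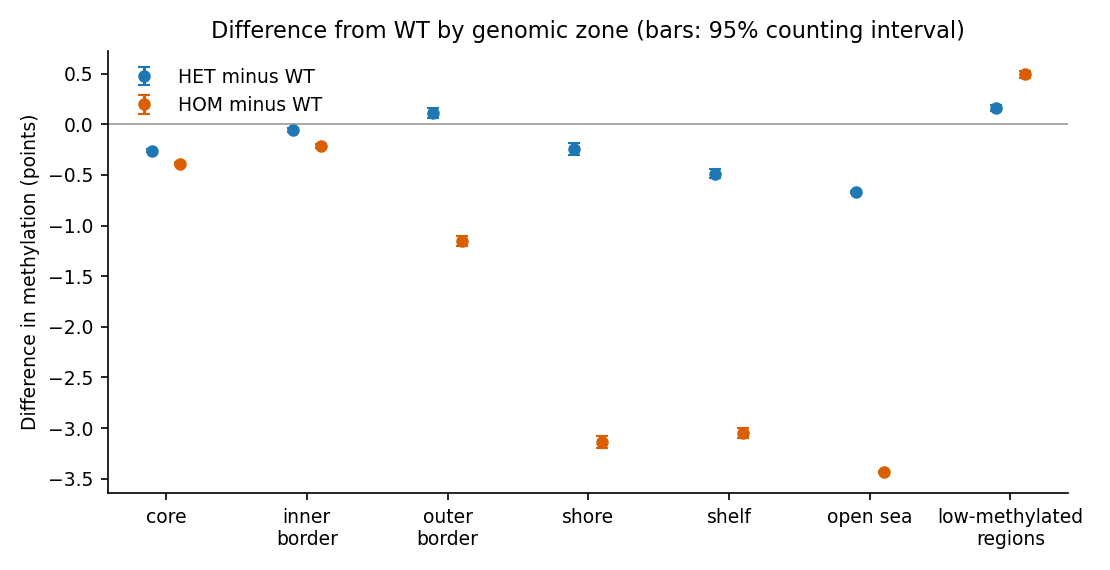
Difference in pooled methylation from WT (points) for HET and HOM in island zones, the open sea and low-methylated regions; points are differences and bars 95% counting intervals. HOM lies below 0 in each island zone and in the open sea, at -3.44 points, and above 0 in low-methylated regions, at 0.495 points.

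Of the outer borders, 92 were called higher and 278 lower in HOM than in WT. The highest lay near Hrob, Atp5g2, A930007A09Rik, Prkg1, Efcc1, Nacc2, Pcbp4, 1600014C10Rik, Rinl and Zscan10, with differences of 27.9 to 38.3 points. The border near Hrob (chromosome 11, 102245440 to 102245939, outside the gene) stood at 31% in WT, 55.3% in HET and 69.3% in HOM over 100, 132 and 75 CpG reads (adjusted p = 4.624e-04, Fisher's exact test with Benjamini-Hochberg adjustment). A border inside Prkg1 (chromosome 19, 31763559 to 31764058) stood at 26.96%, 42.7% and 61.05% over 230, 206 and 172 CpG reads. Among the lowest were those near Fbxo34, Calhm6, Nle1, Npffr1, Pth1r, Eif5, Gga3, Arhgap27 and Flywch2, with differences of -36.5 to -30.9 points. The border inside Pth1r (chromosome 9, 110744071 to 110744570) stood at 72.9%, 66.5% and 40.6% over 144, 263 and 249 CpG reads, and that inside Eif5 (chromosome 12, 111539184 to 111539683) at 57.7%, 45.7% and 25.6% over 137, 188 and 164. Scaled to equal open sea, 109 borders were higher and 149 lower. Simulated unchanged libraries with CpGs linked within a read, which is not an upper bound of the error from linkage, gave 1490 calls. With counts divided by the CpGs of a read no border was called, but those counts recovered 8% to 14% of borders changed by 30 points in simulation, so sampling of linked CpGs is neither shown nor excluded for the named borders. Those near Efcc1 and 1600014C10Rik also lie in megabases rich in variant-like CpGs. Coverage near 1600014C10Rik was uneven between the libraries, at 295, 928 and 490 CpG reads in WT, HET and HOM.

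HET borders as a class stood close to WT, with a sign that depended on the averaging, and HOM borders stood below HET by about as much as below WT. Borders near Pcbp4, an RNA-binding protein gene, and at both edges of an island of 1600014C10Rik were higher in HET than in WT, and those near Fbxo34 and Gng10, a G protein subunit gene, lower. Pooled over reads, HET minus WT was 0.108 points (interval 0.0584 to 0.157), HOM minus HET -1.26 points and HOM minus WT -1.15 points. The mean over borders was -0.0642 points between HET and WT (interval -0.119 to -0.0090) and -1.35 points between HOM and HET (interval -1.40 to -1.30). Between HET and WT 91 borders were called higher and 100 lower, the highest near Pcbp4, Rufy1, Coro2a, Ssc4d, Gigyf1, 1600014C10Rik, Rbm46, Galns and Resf1 (27.04 to 35.7 points) and the lowest near Fbxo34, Flywch2, Zdhhc20, Gng10, Eif3c, Slc2a10, Srprb, Ccser2 and Morc2a (-38.97 to -27.9 points). The border near Pcbp4 (chromosome 9, 106452925 to 106453424) stood at 7.46% in WT, 43.1% in HET and 40% in HOM over 67, 109 and 90 CpG reads. Between HOM and HET 74 were higher and 287 lower, or 87 and 151 when scaled to equal open sea. The highest lay near Rnf7, Nfat5, Zfand4, Nynrin, Faxc, 1700029J07Rik, Kcnk12, Samd11, BC048403 and Junb and the lowest near Tmem132d, Galns, Spred2, Wdr34, Klhl40, Scin, Chdh, Marchf10, Mcc and Zar1. The borders near Samd11 and 1600014C10Rik lie in megabases rich in variant-like CpGs. Those of 1600014C10Rik held 295, 928 and 490 CpG reads over 17 CpGs and 95, 383 and 151 over 7. This is out of proportion to the library means of 9.18, 12.9 and 9.85 reads per CpG. Whether uneven coverage lies behind these calls was not tested. Near Junb, an AP-1 subunit gene (chromosome 8, 84975672 to 84976171), the border stood at 18.4%, 3.33% and 26.04% over 158, 150 and 169 CpG reads. The interval between HET and WT included 0 when each read was counted once (-0.155 to 0.0266), and no border was called in either comparison with counts divided by the CpGs of a read. Minus the open sea difference the means turned to 0.605 points for HET against WT and 1.42 points for HOM against HET, and in borders with at least 100 CpG reads HET minus WT was 0.0332 points.

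The genome as a whole was less methylated in HOM and slightly less in HET. The level over all CpGs was 76.04% in WT, 75.6% in HET and 72.3% in HOM. In 2381 of 2390 megabases the open sea level of HOM was below that of WT, with a mean ratio of 0.959 (SD 0.0125 across megabases). For HET the mean ratio was 0.992, with 1958 megabases below WT. Isolated CpGs differed more. Open sea CpGs with no other CpG within 100 bp stood at 81.3% in WT and 77.5% in HOM, and those with 7 or more at 75.3% and 73.1%. Of 456200 tiles of 5 kb, 22125 were lower and 1524 higher in HOM than in WT. Simulated unchanged libraries with linked CpGs gave 500 calls, which is not an upper bound of the error. The mean tile difference was -3.34 points for HOM (interval -3.35 to -3.33) and -0.659 points for HET (interval -0.668 to -0.650). Scaled to equal open sea, 3681 tiles were lower and 3234 higher in HOM.

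Low-methylated regions outside islands, which often mark enhancers, stood slightly higher on average in HOM, but not at every level. Regions within Aunip and Ephb2, an ephrin receptor gene, were far more methylated in HOM than in WT, and a region within Cntn4, a neuronal adhesion molecule gene, far less. Over 69933 regions with a median of 7 CpGs, the mean was 22.8% in WT, 22.8% in HET and 23.2% in HOM. HOM differed from WT by 0.375 points (interval 0.329 to 0.422), HOM from HET by 0.399 points (interval 0.356 to 0.442), and HET from WT by -0.0232 points (interval -0.0671 to 0.0207). Segmented on the library not compared, these differences were 0.165, 0.599 and -0.436 points, so the closeness of HET to WT depended on the segmentation. HOM minus WT was 0.818 points in regions with at least 100 CpG reads, 0.695 with a running level under 30% and 1.34 when scaled to equal open sea. At mean levels of 20 to 30%, HOM minus WT was 0.693 points (interval 0.604 to 0.781) in low-methylated regions, -2.06 points (interval -2.29 to -1.83) in outer borders and -1.57 points (interval -1.74 to -1.40) in gene-end windows. That was the class of low-methylated regions with the highest value. At 10 to 20% and 30 to 40% they stood at 0.205 and 0.629 points, at 0 to 10% HOM was lower at -0.224 points (interval -0.284 to -0.164, 9359 regions), and at 40 to 50% the difference was -0.0898 points (interval -0.360 to 0.180).

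**Figure D3:**
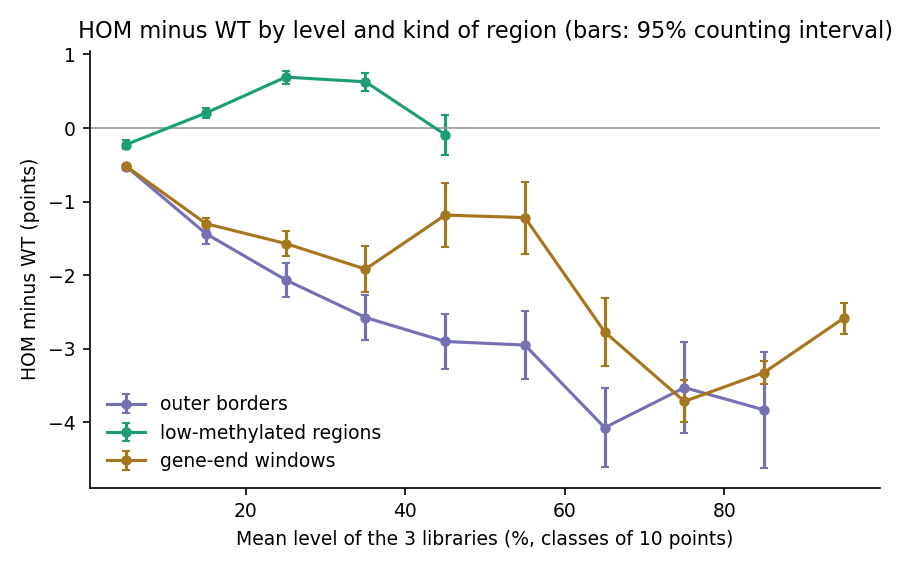
Difference between HOM and WT (points, with 95% counting intervals as bars) against the mean level of the libraries (%) in classes of 10 points, for outer borders, low-methylated regions and gene-end windows. Low-methylated regions lie at -0.224 points in the class of 0 to 10%, at their highest value of 0.693 points at 20 to 30%, where outer borders lie at -2.06 points, and at -0.0898 points at 40 to 50%.

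Of the low-methylated regions, 2187 were called higher and 1351 lower in HOM than in WT. The highest lay within Aunip, Ephb2, Mical3 and Adamtsl4 and 17218 bp from Ahdc1. Those of Aunip, Ephb2 and Ahdc1, the highest 3, lay on chromosome 4 between 133095328 and 136712380, and that of Ephb2 lay in a stretch of 5 megabases (136000001 to 141000000) with 122 of the 148 CpGs found nearly unmethylated in HOM alone. The region in Aunip (chromosome 4, 134512919 to 134513127) stood at 13.5% in WT, 15.8% in HET and 94.2% in HOM over 104, 203 and 69 CpG reads, that in Ephb2 (chromosome 4, 136712016 to 136712380) at 24.3%, 12.96% and 86.05% over 107, 108 and 86, and that in Mical3 (chromosome 6, 121070686 to 121071304) at 9.55%, 27.1% and 65.4% over 157, 203 and 78. The lowest all lay on chromosome 6, within Cntn4 and near H4f16, Capza3, Clec4f and Gm5111. The region in Cntn4 (chromosome 6, 106179810 to 106180741) stood at 81.97%, 13.7% and 3.85% over 61, 102 and 78 CpG reads. In 87.6% of the regions called higher and 90.5% of those called lower, HET stood on the same side of WT, where a simulated unchanged HET library gave 76.8% and 79.6%, and part of the excess may come from the shared WT library. Scaled to equal open sea, 2596 regions were higher and 1005 lower. Simulated unchanged libraries with linked CpGs gave 2937 higher and 2955 lower calls, more than were observed, and counts divided by the CpGs of a read left 79 higher and 70 lower, including the regions of Ahdc1, Mical3, Cntn4, H4f16, Capza3 and Clec4f but not those of Aunip and Ephb2. Of the lower ones that were left, 26 lay on chromosome 6 and 16 in megabases rich in variant-like CpGs, among them those of Cntn4 and Clec4f.

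Gene-end windows were also lower in HOM. Those of Asb4 and Lgals1, the galectin-1 gene, were among the highest relative to WT, and that of Atp6v0e2, a proton pump subunit gene, was the lowest. Of 19276 windows 708 were called lower and 204 higher, with a mean difference of -1.61 points (interval -1.66 to -1.57). The highest were Asb4, N4bp2l1, Krtcap3, Hpn and Lgals1, and the lowest Atp6v0e2, Smco3, Zdhhc20, Pcdhb19 and Olfr630. At Asb4 (chromosome 6, 5382386 to 5383886) the level was 16.7% in WT, 57.7% in HET and 56.7% in HOM, at Lgals1 (chromosome 15, 78925725 to 78927225) 20.4%, 29.8% and 47.9%, and at Atp6v0e2 (chromosome 6, 48536569 to 48538069) 70.3%, 28.1% and 34.4%. The CpG reads behind these levels were 418, 350 and 263 at Asb4, 368, 560 and 511 at Lgals1 and 566, 619 and 462 at Atp6v0e2. Scaled to equal open sea, 319 windows were lower and 326 higher. Simulated unchanged libraries with linked CpGs gave 624 calls, 321 higher and 303 lower. The 204 higher calls observed were thus fewer than in simulation, and the 708 lower calls more. Counts divided by the CpGs of a read left 9 lower and 4 higher, among them Asb4, N4bp2l1, Lgals1, Atp6v0e2, Smco3 and Pcdhb19. The window of Smco3 held 200, 524 and 587 CpG reads over 13 CpGs in WT, HET and HOM. Whether uneven coverage between the libraries lies behind its difference was not tested.

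Gene ends of the B cell identity list had a median difference from WT below 0 in both mutant libraries, and those of the T cell list one above 0, with and without scaling to equal open sea. Between HOM and HET the median difference of the T cell list was below 0, although its median level was higher in HOM. The median of 19 B cell identity windows was 44.3% in WT, 35.5% in HET and 37.8% in HOM. The median difference was -4.58 points for HOM (percentile 3.20 of random lists) and -3.84 points for HET (percentile 0.120). Against HET the median difference of HOM was 0.250 points (percentile 95), with 0 called in either direction. Against WT 4 windows of HOM were called lower and 0 higher, with the same counts adjusted over the list alone. Among them were Blk (64.9%, 59.6% and 49.5% in WT, HET and HOM), Bank1 (94.7%, 90.9% and 82.4%) and Blnk, an adaptor of B cell receptor signalling (48.2%, 24.3% and 30.5%). These windows, such as the highly methylated one of Bank1, need not hold the transcription start. In HET the 4 lower windows, again the same count adjusted over the list alone, were Cd79a and Cd79b, the signalling chains of the B cell receptor, Blnk and Pou2af1. The median of 20 T cell windows was 43.1% in WT, 50.96% in HET and 53.6% in HOM, with a median difference of 1.24 points for HOM (percentile 96.7) and 5.20 points for HET (percentile 99.96). Against HET it was -5.52 points in HOM (percentile 0.540), or -3.59 when scaled, with 6 windows lower and 0 higher, the same adjusted over the list alone, among them Cd3e, Cd3g, Cd8a and Zap70. Against WT 3 windows of HOM were called higher (among them Lck and Cd5) and 1 lower (Cd8a), the same adjusted over the list alone. In HET 6 were higher (7 adjusted over the list alone), among them Cd3e (52.5%, 76.99% and 55.1%) and Zap70 (59.3%, 80.1% and 61.3%). Beside these lists, read coverage over the T cell receptor alpha joining segments, which T cells delete on rearrangement, was 1.13 times that of the autosomes in WT, 1.24 in HET and 1.22 in HOM. Over the immunoglobulin kappa joining segments, which B cells rearrange, it was 0.909, 0.579 and 0.626 (95% counting intervals 0.708 to 1.11, 0.444 to 0.714 and 0.465 to 0.787). Over the heavy chain D segments it was 0.334, 0.280 and 0.294 (0.317 to 0.350, 0.268 to 0.293 and 0.279 to 0.309). Over the T cell receptor beta D and J segments it was 1.42, 1.56 and 1.55, with overlapping intervals. Each locus set WT on the side of fewer B or more T cells. The list differences from WT may therefore reflect cell shares, which were not separated from genotype. At the few borders of these lists the median differences of HOM from WT had the opposite sign, with 0 called. They were 1.40 points over 8 borders of B cell identity genes (percentile 96.15) and -0.924 points over 9 of T cell genes (percentile 58.8). The T cell value thus lay slightly above the median of its random lists, -1.40 points, and not apart from them. Relative to HET the border medians of HOM were 3.43 points (percentile 99.93) for B cell identity genes, with 1 called higher at Tnfrsf13c. For T cell genes the median was 1.77 points (percentile 93.8), opposite to their gene ends, with 0 called. Counts divided by the CpGs of a read left 0 windows of these lists called in HOM against WT or HET and 1 lower B cell identity window in HET, and scaling to equal open sea left the median differences of HOM from WT at -3.16 and 2.39 points.

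**Figure D4:**
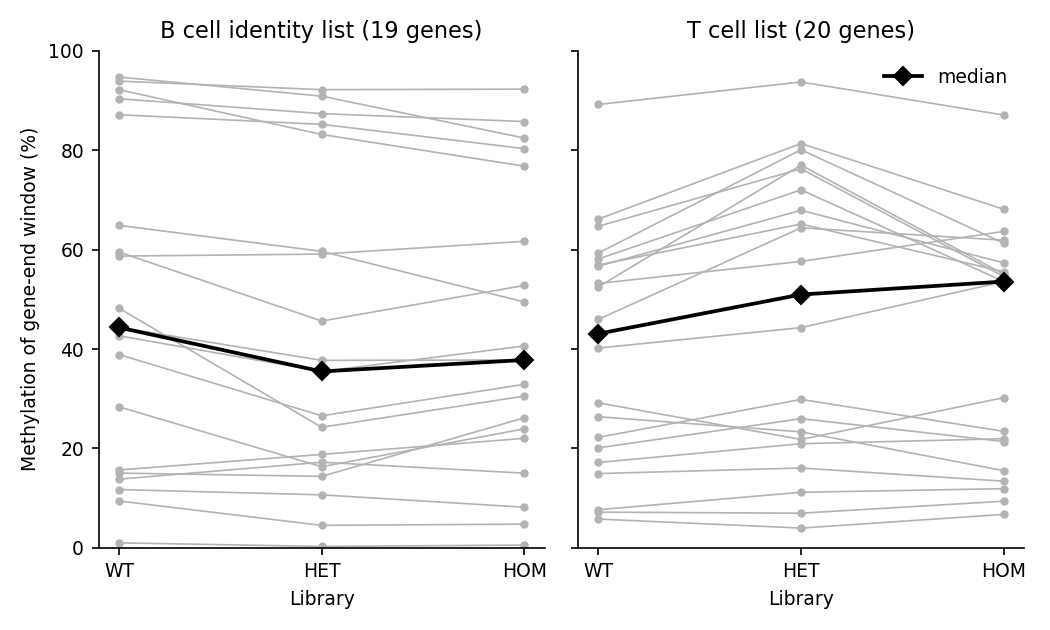
Methylation (%) of the gene-end windows of the B cell identity list (19 genes) and the T cell list (20 genes) in the WT, HET and HOM libraries; grey lines are genes and black diamonds the medians. The medians are 44.3%, 35.5% and 37.8% for B cell identity and 43.1%, 50.96% and 53.6% for T cell genes.

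Myeloid genes held windows that were higher in HOM, and germinal centre genes held none in either direction. Of 20 myeloid windows 3 were higher, S100a8, a neutrophil calcium-binding protein gene (36.5%, 59.7% and 52.2%), Fcer1g and Mmp9, and 0 lower (3 and 1 adjusted over the list alone). In HET 2 were higher, S100a8 and Itgam, and 1 lower, Csf1r, with the same counts adjusted over the list alone. Counts divided by the CpGs of a read left 0 of the HOM calls and 1 higher call in HET. The myeloid median difference of HOM from WT was -0.379 points (percentile 87.4), but 1.49 points when scaled to equal open sea. NK cell windows (0.748 points, percentile 94.3) and erythroid and platelet windows (-4.33 points, percentile 20.6) had 0 called in HOM, as had germinal centre and B cell activation genes (-0.596 points, percentile 20.2) and genes linked to KMT2D in B cell lymphoma (-1.87 points, percentile 11.8). The counts of these lists stayed at 0 adjusted over the list alone, and scaling moved the erythroid and germinal centre medians to -0.694 and -0.161 points. At 12 borders of the lymphoma genes the median was 1.83 points (percentile 97.7), opposite to their gene ends. In HET the window of Tnfrsf14, a lymphoma gene, was higher (29.6%, 40.4% and 25.2%) and that of Klrb1c, an NK cell receptor gene, lower (83.2%, 67.2% and 87.9%), and neither call held with counts divided by the CpGs of a read.

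Island borders of KMT2D complex genes and of developmental regulators stood apart from random lists in HOM against WT, in opposite directions, with few single borders called, and lay within the range of random lists in HOM against HET. Borders at 9 genes of the KMT2D complex and other H3K4 methyltransferases had a median difference of -3.74 points in HOM (percentile 0.535), or -3.32 when scaled to equal open sea, with 0 of 17 borders called. Of 13 windows of this list 1 was higher, Ncoa6, a coactivator in the complex (9.11%, 12.8% and 25.8%). Borders at 27 developmental regulators had a median difference of 1.02 points (percentile 99.8), or 1.19 when scaled, with 1 of 67 called, at Hoxd9 (0%, 10.3% and 14.4%, over 102 CpG reads in WT). Between HOM and HET the border medians were -0.773 points (percentile 35.1) for the KMT2D complex list and -0.306 points (percentile 81.7) for developmental regulators. At the windows of the latter list Hoxa5 was lower in HOM than in WT (86.3%, 72.9% and 70.4%). Among tumour suppressors and genes often hypermethylated in cancer, the window of Rassf1 was higher (22.9%, 36.4% and 37.2%), and the window (38.2%, 38.02% and 20.6%) and a border (35.3%, 26.4% and 11.7%) of Dapk1, a death-associated kinase gene, lower, with 2 windows lower adjusted over the list alone. The DNA methylation machinery had 0 of 14 windows called (median difference -0.595 points, percentile 73.1, but 0.153 points when scaled), and 1 of its 20 borders was lower adjusted over the list alone, while its border median was 0.880 points (percentile 97.6), or 1.58 when scaled. In HET its windows had a median difference of 2.48 points (percentile 99.3), or 2.51 when scaled, with 0 called. The medians at the windows of developmental regulators (-0.352 points) and tumour suppressors (-0.0764 points) also turned when scaled, to 0.103 and 0.0846 points. Of the level checks, germline windows stood at a median of 93.3%, 92.5% and 89.1% and housekeeping windows at 6.64%, 6.90% and 7.54%, with 0 called, and imprinted windows at 40.4%, 43.01% and 43.9%, with Nnat higher (34.1%, 43.01% and 56.7%) and Nap1l5 lower (53.02%, 39.4% and 34.9%). The imprinted list, though a level check, had a median difference of 3.48 points over 9 windows at percentile 97.8, farther out than the T cell list at 96.7, while germline windows stood at percentile 34.6 and housekeeping windows at 87.5. Where no other count is given, these window counts were the same adjusted over the list alone, and none of the window calls in these lists in HOM held with counts divided by the CpGs of a read.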

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

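The signals in this part were noticed in the data, and the test of variant-rich megabases was chosen after the result was seen.

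Read coverage over the T cell receptor alpha joining segments (chromosome 14, 54155005 to 54218842), which enters no comparison of methylation, stood above WT in both mutant libraries. Relative to the autosomes it was 1.13 in WT (95% counting interval 1.10 to 1.16), 1.24 in HET (1.21 to 1.27) and 1.22 in HOM (1.18 to 1.25). Over the immunoglobulin kappa joining segments, which B cells rearrange, it was 0.909, 0.579 and 0.626, over 173, 155 and 128 CpG reads. Over the immunoglobulin heavy chain D segments it was 0.334, 0.280 and 0.294.

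Single CpGs at 5% or less in 1 library and at 80% or more in both others numbered 5 for WT, 20 for HET and 148 for HOM, and 133 of those of HOM lay on chromosome 4. A stretch of 5 megabases there (136000001 to 141000000), each with 10 or more, held 122 of them and the low-methylated region of Ephb2, among the highest in HOM, and those of Aunip and Ahdc1 lay within 3 megabases before it. None of these 5 was among the megabases set aside as rich in variant-like CpGs.

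Low-methylated regions called lower in HOM crowded on chromosome 6, where 3.70% of the tested regions were lower, against 1.93% over all autosomes, a chromosome picked from the data. Strain variants in blocks remain a candidate explanation, since chromosome 6 held 32 of the 123 megabases rich in variant-like CpGs. All 32 were of the pattern that sets WT against both mutant libraries. Such CpGs are picked by methylation differences between these same libraries, so a change of methylation without variants can also mark these megabases. The share of lower calls in such megabases was 1.94 times that of all tested regions. That lies between the bounds of 1.5 and 3 set against and for this explanation. Lower calls can be enriched there with or without sequence variants, so the ratio does not decide. Variants and genotype cannot be told apart for these regions. Both mutant columns carry the label ENU, and variants other than that in Kmt2d that the mutants may share were not tested. Of lower calls of 30 points or more 10.6% lay in such megabases, and of the 70 that held with counts divided by the CpGs of a read 16 did, against 3.16% of all tested regions. A test planned for a segment linked to Kmt2d was left aside, because that gene lies on chromosome 15 and the lower calls crowd on chromosome 6.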

How the results depend on the processing

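Dividing counts by the CpGs of a read, scaling to equal open sea, omitting variant-like megabases and all alternatives for the means of low-methylated regions were chosen after seeing the data. No paired analysis was possible because the columns used here give 1 set of counts per genotype and carry no replicate number. For that reason the limma fit on M-values, the replicate block and leaving out replicates were not run, and the blood comparisons were not analysed here. In the order HOM against WT, HET against WT and HOM against HET, called borders numbered 187, 102 and 142 at 20 points, 11, 4 and 12 with borders of 200 bp, 1844, 1030 and 1750 with 1000 bp, 0, 0 and 0 with counts divided by the CpGs of a read and, for HOM against HET, 238 when scaled. Fewer regions pass a larger difference, and a border of another width holds other CpGs. The mean border difference turned to 2.02, 0.605 and 1.42 points minus the open sea difference, because the open sea differed by more. In borders with at least 100 CpG reads it was -1.12, 0.0332 and -1.16 points, so that HET against WT changed sign with an interval that included 0. It was -0.567 and -0.528 points for HOM against WT and HET with borders of 200 bp, -1.24 and -1.13 with the mean of CpG fractions, and in the order above -2.37, -0.233 and -2.14 with 1000 bp and -1.53, -0.121 and -1.41 with islands above 500 bp. For HOM against WT, called low-methylated regions numbered 2297 at 100 CpG reads, 2016 at 20 points, 1015 with a running level under 30% and 149 with divided counts. Called gene-end windows numbered 89 at 20 points, 1988 at 5 points, 557 with 500 bp on both sides and 13 with divided counts, and tiles 1350, 75545 and, when scaled, 6915. The mean difference of low-methylated regions was, for HOM against WT and HET, 0.304 and 0.334 points at 10 CpG reads and 0.695 and 0.753 under 30%, and in the order above 0.818, 0.227 and 0.591 at 100 CpG reads, 0.165, -0.436 and 0.599 segmented on the library not compared and 1.34, 0.164 and 1.18 when scaled. Apart from the reasons given, the cause was not tested. The other 42 values stayed within their interval or within 1.5 times the count. Among these, scaling turned the larger side of the calls for gene-end windows, to 326 higher and 319 lower, and for borders of HET against WT, from 91 higher and 100 lower to 101 and 96. Dividing counts ended the call of 68 named regions and left 12, and scaling ended 1. Scaling left some named differences between HET and WT unchanged, as near Pcbp4 (35.7 points) and Fbxo34 (-38.97 points). For such regions it was no test of the call. At this depth, with divided counts and linked CpGs the simulation of HOM against WT recovered 4% of low-methylated regions changed by 20 points and 48% of those changed by 40.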

Other observations

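The list counts over low-methylated regions, the genes named from them, and the tests of conversion and of cell shares were chosen after the results were seen.

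Low-methylated regions near B cell identity genes had a negative median difference in both mutant libraries, also when scaled to equal open sea (-3.44 points in HOM). Of 134 regions within 5 kb of 19 B cell identity genes, 13 were lower and 3 higher in HOM (15 and 4 adjusted over the list alone), and 28 lower and 1 higher in HET (32 and 3). The median difference was -3.94 points in HOM (percentile 0.300) and -4.72 points in HET (percentile 0.0200). The receptor loci above leave a different share of B cells open here as well. Regions of Ebf1, a factor of early B cell development, went both ways in HOM: chromosome 11, 44765061 to 44765497 stood at 42.7% in WT, 10.1% in HET and 11.4% in HOM over 103, 217 and 123 CpG reads, and 44928424 to 44928851 at 5.97%, 15.2% and 26.8% over 67, 99 and 71. Near T cell genes 5 of 117 regions were higher and 2 lower in HOM and 3 higher and 3 lower in HET, and those of Tcf7 (14.1%, 20.3% and 33.1%) and Bcl11b (12.2%, 17.4% and 23.4%), which encode T cell transcription factors, were higher in HOM.

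Germinal centre genes and genes linked to KMT2D in lymphoma held single regions with wide differences. Of 126 regions near germinal centre and activation genes, 6 were higher and 3 lower in HOM, while 2 were higher and 6 lower in HET, where the median difference was -3.002 points (percentile 1.95), or -2.85 when scaled. One of Bach2, a B cell repressor gene (chromosome 4, 32263735 to 32263953), stood at 19.2%, 26.8% and 45.1%. Of 34 regions near the lymphoma genes 3 were higher and 1 lower in HOM and 3 higher and 0 lower in HET, with one of Traf3, an inhibitor of NF-kappaB signalling (chromosome 12, 111162214 to 111162387), at 16.1%, 37.7% and 60.5% over 236, 308 and 301 CpG reads. The list medians in HOM, -0.608 and -1.49 points, stood at percentiles 33.7 and 23.7 of random lists, and that of the germinal centre list turned to 0.0580 points when scaled to equal open sea. Level-check lists also held outlying values at low-methylated regions. Germline genes stood at -6.87 points in HET (percentile 0.260) but at percentile 69.3 in HOM. Imprinted genes stood at 5.52 points in HOM (percentile 97.1) but at percentile 33.35 in HET. Housekeeping genes stood at percentiles 70.9 in HOM and 83.2 in HET. With counts divided by the CpGs of a read, 1 of the HOM calls near lymphoma genes was left and 0 of those near B cell identity, T cell and germinal centre genes, while 3 of the lower HET calls near B cell identity genes were left.

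Methylation was lower across the genome in HOM, and incomplete conversion would need more unconverted cytosines in WT, but the mitochondrial level of WT minus that of HOM was -0.0648 points. Over open sea CpGs with 8 to 12 reads in both libraries 94.8% of the difference was left, which argues against depth. The open sea of HOM lay below that of WT and differed from that of HET by -2.77 points (interval -2.78 to -2.76). HET differed from WT by -0.669 points there. Coverage of HOM lay between theirs at 4 of 4 antigen receptor loci, but its counting interval overlapped that of HET at each of them. Against HET, T cell genes of HOM stood at percentile 0.540 of random lists at gene ends, 93.8 at borders and 37.2 at low-methylated regions. B cell identity genes stood at percentiles 95, 99.93 and 96.1. The loci thus do not set the shares of HOM apart from those of HET, whose open sea lay far closer to WT. This argues against a different share of B and T cells as the whole cause, although the T cell percentiles differ by kind of region. The median T cell level of HOM and its B cell identity median difference from WT also lay somewhat beyond those of HET. Other cell types at like shares of B and T cells, loss of methylated cytosines in conversion, B cell subsets, the animal and the genotype were not tested and stay open.

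Low-methylated regions stood higher on average in HOM while other kinds of region stood lower. In 69698 regions segmented on HET alone the difference between HOM and WT was 0.165 points (interval 0.0851 to 0.244), below the 0.375 points of the regions chosen on all libraries, so that choice may account for part of the difference but not for all of it. HOM also stood above HET, by 0.399 points (interval 0.326 to 0.471), while HET differed from WT by -0.0232 points (interval -0.0978 to 0.0514). Segmented on the library not compared these differences were 0.599 and -0.436 points, and with at least 100 CpG reads 0.591 and 0.227 points. The receptor loci above do not set HOM apart from HET, and the T cell percentiles differ by kind of region. HOM thus stood above both WT and HET. Overlapping intervals do not show equal shares in HOM and HET, so the receptor loci alone do not decide. Regions of B cell identity genes had a median difference of -3.94 points in HOM against WT. Against HET it was 2.82 points, with 17 genes above and 2 below 0. These medians place the shares of HOM between those of WT and HET. If that holds, the position of HOM above both argues against shares of B and T cells as the whole cause. It is not settled, because the T cell percentiles differ, so shares as the whole or part of the cause are not decided. A test was planned over 36649 regions where WT and HET differed by under 5 points (HOM 0.487 points above their mean). It was left aside because that difference has a median counting error of 5.44 points. Without variant-rich megabases the difference was 0.410 points (interval 0.330 to 0.490). Those megabases held 6.14% of the regions called lower and 2.70% of those called higher, against 3.16% of all tested regions. Leaving them out removes more of the lower than of the higher calls, so it cannot decide about strain variants in blocks. The stretch on chromosome 4 with the region of Ephb2 was not among them. These intervals count each read once, a choice made after the tests had first been run. Strain variants, shares of B and T cells, other cell types, B cell subsets, the animal and the genotype stay open.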
